A study of Homo sapiens with 6 samples. Its data were reported in "Networking of differentially expressed genes in human cancer cells resistant to methotrexate" (2009).

How the data were processed

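Expression was measured on 6 Affymetrix HG U133 Plus 2.0 arrays, 3 with RNA of parental Caco2 cells and 3 with RNA of Caco2 cells resistant to 10 µM methotrexate (MTX). The authors deposited one linear intensity per probe set and array. MAS5 is named in the submitters' processing notes, and its version and scaling target are not given in the sources used here. The ratios that the study's methods describe as a later step were not used here. The trimmed mean (2% at each end) differed between arrays, from 66.1 to 82.9, so the arrays were not on one common trimmed mean over all probe sets. The table holds no detection calls, and signal strength was therefore judged against the array median. No pair of arrays held identical values (0 pairs), and 0 columns fell outside the 6 samples.

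Groups and replicate numbers were taken from the sample titles. Nothing in the labels says whether the 3 samples of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The lists, tests, alternatives and the rule for naming genes were chosen before the data were examined, but with the study's published results at hand. Some list members had already been reported by the study as changed in these cells. They include aldo-keto reductases (NRF2 list), DKK1 (Wnt list), ZFYVE16 and MSH3 (chromosome band list) and NNMT (phase II list). APOBEC3G and IFI16 (interferon list) and TAGLN (fibroblast list) are further cases. Results of these lists are therefore not independent of the study.

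The 62 control probe sets were left out, which left 54613 of 54675. Each intensity was divided by the median of its array and log2 transformed, with exact zeros set to 0.05 signal units. Probe sets with a mean of at least 1 times the array median were tested, 26563 in all. This filter uses the mean over all arrays and does not depend on the group. Gene names came from a platform annotation, updated through Entrez identifiers to the RefSeq table of assembly GRCh38.p14. Of the probe sets, 41091 had 1 gene symbol, 1801 had several and 11721 were not listed and stay unnamed here, and 41037 with 1 symbol were matched to RefSeq. The 22488 tested probe sets with 1 symbol stood for 11849 genes. A gene was represented by its brightest probe set. Probe sets of the platform type that shares probes with unrelated transcripts are pointed out in the text, since their signal can come from other genes. Those of the type that can read several transcripts of a gene or family, such as the ones for AKR1B10, CXCR4, CEMIP, MSH3, TPM2 and TAGLN, are not marked one by one. One planned gene result is not reported here.

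Resistant and parental arrays were compared with limma (lmFit and eBayes with an intensity trend), two-sided, with Benjamini-Hochberg adjustment over the tested probe sets. A probe set was counted as changed at an adjusted p below 0.05 and a change of at least 2-fold. An exact permutation test of 3 against 3 arrays cannot give a p below 0.1, so none was used for single genes. Gene lists were tested with camera, with a preset correlation between genes of 0.01, and the adjustment ran over 18 lists, with the 2 lists taken from the study adjusted as their own family. The test was repeated with the correlation estimated from the data, and 0 of the 12 lists past the test then passed (3 at an unadjusted p), while both study lists did. Neighbouring genes were tested with a running median over 11 genes in chromosome order. It was set against the largest running median of each of 1000 shuffles of gene order. Scans with single arrays left out used fewer shuffles, and their smallest permutation p was 0.0099. Gene order came from the RefSeq table, and no coordinates are given.

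The genes named were the tested members of the 5q14 list, the 12 largest increases and the 12 largest decreases past the threshold whose 3 resistant arrays lay on one side of the 3 parental arrays, up to 4 members of each list with the largest changes past an adjusted p of 0.05 (where fewer than 2 passed, the largest changes as values), and genes the study's text singles out, to which CAV1 and PRKCA had been added. NQO1, HMOX1, SLC19A1, MUC2, TFF2, AXIN2, MKI67, CCNB1, CCNB2, VEGFA, VIM, LAPTM5, LOXL1, TPM1, TAGLN2, CADPS2, MLLT11, CLGN, ACTR3B, the genes named from runs along chromosomes and the matrix metalloproteinases fall outside this rule and were named after their values were seen.

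Alternatives were quantile normalization, no further scaling, no filter, a filter at 3 times the median, low signals raised to the 25th percentile of the array, an offset of 0.5, no intensity trend, the replicate number as a block, each array left out in turn, the methods' t-test, a ratio of linear means and no fold threshold. For lists these were joined by the mean of all probe sets of a gene and by leaving out probe sets that share probes or read several transcripts, and for the scan by windows of 7 and 21 genes. For the arrays the study's methods give a Benjamini-Hochberg adjusted p without the name of the test, and a figure legend names a t-test. The study's control strength filter was not used here, so the t-test here does not repeat the study's array step. This t-test, the ratio of linear means and no fold threshold gave counts of probe sets only. Results of single genes and lists over the alternatives do not cover them. The steps were tested on simulated data. With 200 of 26563 probe sets changed in the comparison of resistant and parental arrays, 67% of those changed 3-fold and 86% of those changed 8-fold were called, with 2 unchanged probe sets. A planted list was called with 0 of the other lists, and a planted run of 24 neighbours among 11824 genes was found in full. The 0 other lists do not measure the error of camera for lists of correlated genes. In the real data the estimated correlation was 0.78 for the ATF4 list, 0.42 for the NRF2 list and -0.03 for the Wnt list. Only 1 run was planted, so the finding of shorter runs was not tested. The work used R 4.3.3, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9.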

Results

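Gene expression was measured in Caco2 cells, a line derived from a human colon cancer that can take on features of small intestinal enterocytes. Affymetrix HG U133 Plus 2.0 arrays were used, on which a probe set reports the level of a transcript as a signal intensity. RNA of parental cells, which are sensitive to methotrexate (MTX), was hybridised to 3 arrays, and RNA of cells resistant to 10 µM MTX to another 3. MTX is an antifolate that deprives cells of the folate cofactors needed to make thymidylate and purines. The resistant cells were kept in a selective medium lacking glycine, hypoxanthine and thymidine with dialyzed serum, and the parental cells in Ham's F12 medium, so the medium changed together with the group. The median signal was 11.1, 12.8 and 11.3 on parental arrays 1, 2 and 3, and 11.1, 10.6 and 11.5 on resistant arrays 1, 2 and 3. Of 54613 probe sets that were not controls, 26563 were bright enough to be tested. The precision of each value was limited by the 3 arrays per group. Changes below are resistant over parental, on the log2 scale, ± SE with n = 3 arrays per group, and each adjusted p is from limma unless another test is named. A gene is said to have risen or fallen where its adjusted p was below 0.05.

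The first comparison asked how alike the arrays were. Across the tested probe sets, which are not independent replicates, the 3 resistant arrays correlated with each other at r from 0.968 to 0.971, and parental arrays 1 and 2 at 0.966. Parental array 3 correlated with parental arrays 1 and 2 at 0.949 and 0.946, and with the resistant arrays at 0.935 to 0.939. Parental arrays 1 and 2 correlated with the resistant arrays at 0.914 to 0.929. The first principal component held 49.6% of the variance and separated parental from resistant arrays, and the second, with 18.4%, separated parental array 3 from the other parental arrays. The 3'/5' signal ratio lay between 0.904 and 0.987 for GAPDH and between 1.09 and 1.19 for ACTB, both of which serve as controls of RNA integrity. The 5' probe set of 18S ribosomal RNA gave a signal of 1799.8 on parental array 3 and 56.8 to 374.7 on the other arrays.

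The main comparison asked which genes differed between MTX-resistant and parental cells. Among the genes with the largest increases, AGR3, a member of the anterior gradient family of endoplasmic reticulum proteins, rose 49.4-fold (5.63 ± 0.24, adjusted p = 2.55e-06), from 1.08 to 52.1 times the array median. CEACAM5, the carcinoembryonic antigen, rose 30.2-fold (4.91 ± 0.42, 1 of 2 probe sets). CEMIP, a protein of hyaluronan breakdown, and TFF3, a trefoil peptide secreted by goblet cells, both rose 29.9-fold (4.90 ± 0.29 and 4.90 ± 0.40). CXCR4, the receptor for the chemokine CXCL12, rose 25-fold (4.64 ± 0.23, adjusted p = 4.02e-06), and the aldo-keto reductase AKR1B10 rose 23-fold (4.52 ± 0.39), from 5.58 to 110.1 times the array median. IGFBP2, which binds insulin-like growth factors, rose 21.3-fold, ANXA10, an annexin of gastric epithelium, rose 18.9-fold, and HEPACAM2 rose 24-fold. The long noncoding RNA LINC00261 rose 43.2-fold, SAMD5 25.5-fold and SMIM31 17.5-fold. The mean parental signals of these 3, IGFBP2, HEPACAM2 and CEACAM5 lay below the array median. CEACAM5 stood above it on parental array 3, at 1.81 times the array median. With low signals set to the 25th percentile of each array LINC00261, SAMD5 and SMIM31 were 14.9-fold, 17.3-fold and 7.42-fold higher, and with an offset of 0.5 they were 8.18-fold, 8.42-fold and 4.48-fold, IGFBP2 9.63-fold, HEPACAM2 10.8-fold and CEACAM5 18.4-fold. With single arrays left out, ANXA10 ranged from 10.8-fold (without parental array 1) to 29.2-fold (without parental array 3) and SMIM31 from 9.36-fold (without parental array 3) to 33.15-fold (without parental array 2), while IGFBP2 and SAMD5 were 12.6-fold and 16.9-fold without parental array 2.

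Among the genes with the largest decreases, SLCO1B3, a hepatic-type organic anion transporter whose substrates include MTX, fell 23.1-fold (-4.53 ± 0.44, adjusted p = 0.000324). APOBEC3G, a cytidine deaminase that restricts retroviruses, fell 11.8-fold (-3.56 ± 0.19, adjusted p = 6.92e-06), from 17.3 to 1.45 times the array median. SOCS2, a suppressor of cytokine signalling, fell 15.6-fold (-3.96 ± 0.67), and B3GALT5, a galactosyltransferase of type 1 glycan chains, fell 13.9-fold (-3.79 ± 0.53). TPM2, which encodes beta-tropomyosin, fell 8.59-fold (-3.10 ± 0.40), CYBRD1, a ferric reductase of the duodenal brush border, fell 8.83-fold, and the noncoding TMEM132D-AS1 fell 9.45-fold. TUSC3, a subunit of the oligosaccharyltransferase complex measured by a probe set that shares probes with other transcripts, fell 24.9-fold, or 13.3-fold with low signals raised as above. EPB41L2, of the membrane skeleton, fell 11.1-fold, the actin-binding XIRP1 10.3-fold, LOXL1-AS1 17.1-fold and SMOC2 12.3-fold, and with low signals raised these were 8.74, 7.06, 8.95 and 7.86. The mean resistant signals of all these genes but APOBEC3G and TMEM132D-AS1 lay below the array median. TPM2 on resistant array 1 (1.31) and EPB41L2 on resistant array 3 (1.16) stood above it. With the offset the decreases were 10.5-fold for SLCO1B3, 7.17-fold for TUSC3, 6.89-fold for SOCS2, 6.25-fold for B3GALT5 and 5.50-fold for EPB41L2. They were 5.45-fold for TPM2, 5.10-fold for LOXL1-AS1, 4.47-fold for SMOC2, 4.35-fold for CYBRD1 and 3.66-fold for XIRP1. Without resistant array 2, TUSC3 was 41.01-fold lower, LOXL1-AS1 10.7-fold, SOCS2 8.65-fold, SMOC2 6.96-fold and EPB41L2 5.96-fold, without resistant array 3 TUSC3 was 11.4-fold lower, LOXL1-AS1 28.7-fold and EPB41L2 17.03-fold, and without parental array 3 SMOC2 was 18.97-fold lower. The call of SMIM31 was lost when any resistant array was left out, those of SMOC2, XIRP1, EPB41L2 and LOXL1-AS1 when parental array 1 was, those of SMOC2 and XIRP1 when parental array 2 was, and that of SMOC2 also without resistant array 1 or 2, while those of SMOC2 and EPB41L2 also ended without the intensity trend. The highest adjusted p of these genes over the alternatives was 0.112, 0.139, 0.0897, 0.0564 and 0.0549, in the order SMIM31, SMOC2, XIRP1, EPB41L2 and LOXL1-AS1.

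In all, 735 probe sets were at least 2-fold higher and 505 at least 2-fold lower in resistant cells at an adjusted p below 0.05, and 1528 and 1135 passed the adjusted p alone. The 1106 of these 1240 probe sets with 1 gene symbol held 642 increases and 464 decreases. A change of at least 8-fold was seen for 91 probe sets that were higher and 27 that were lower. The 831 genes with a probe set among the 1240 included 0 with calls in both directions. All 3 resistant arrays lay on one side of all 3 parental arrays for 8515 probe sets, 32.1% of those tested, where chance gives 10%. Without parental array 3 the counts were 1242 higher and 998 lower, 1186 of them shared with the 1240, without resistant arrays 1, 2 and 3 the higher counts were 404, 449 and 399, and without parental arrays 1 and 2 and resistant arrays 1 and 2 the lower counts were 314, 309, 325 and 311. Summed over the 18 gene lists below, 75 tested members rose and 19 fell, against 140 and 51 without parental array 3, 54 and 11 without parental array 1, 58 and 18 without parental array 2, and 37, 42 and 38 risen with 11 fallen each without resistant arrays 1, 2 and 3. The methods' t-test on the same values called 127 higher and 61 lower at the same thresholds. It does not repeat the study's array step, whose test the study's methods do not name.

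**Figure D1:**
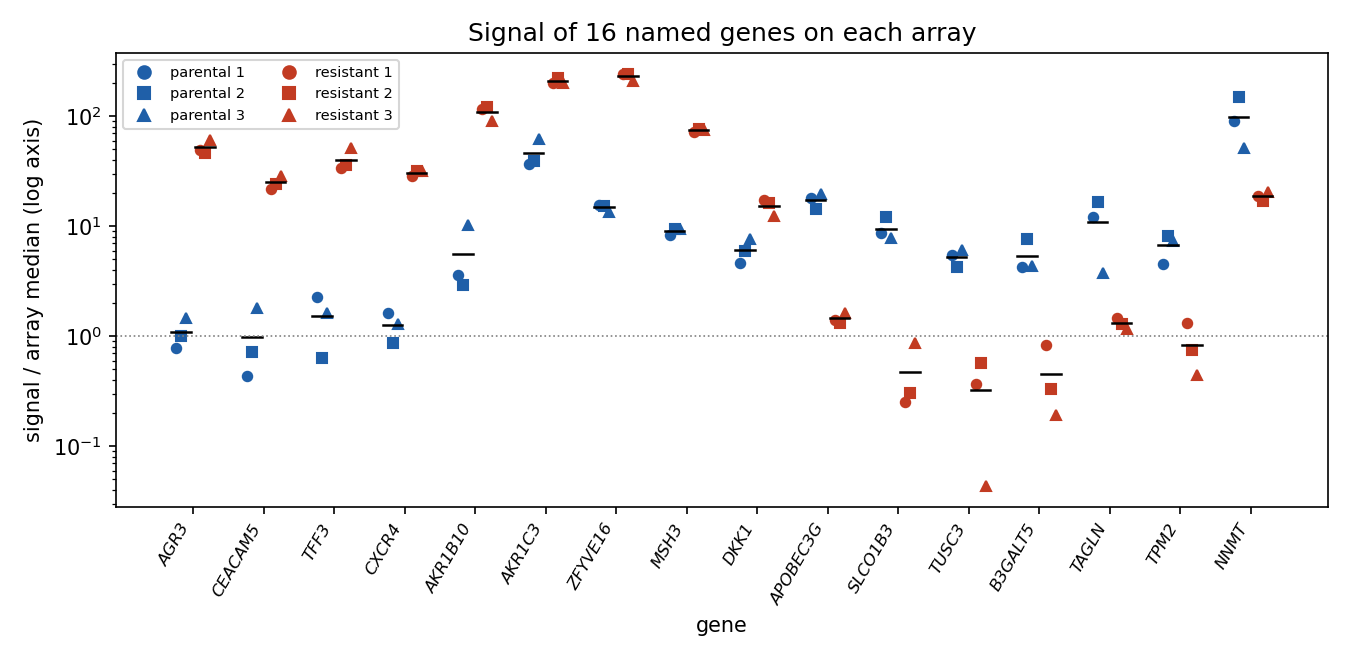
Signal of 16 named genes on each of the 6 arrays, divided by the array median and drawn on a log axis (parental in blue, resistant in red, one marker shape per replicate number, bars at group means, dotted line at the array median). AGR3 went from 1.08 to 52.1 and APOBEC3G from 17.3 to 1.45 times the array median, and the 3 resistant markers lie apart from the 3 parental markers for each of the 16 genes.

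Whether drug-metabolising enzymes differed was read first from targets of NRF2, the transcription factor of the oxidative and electrophile response, listed together with the aldo-keto reductases. In this list 13 of 25 tested genes rose and 0 fell, with a median change of 0.51 (18 and 2 when adjusted over the list alone and also at an unadjusted p in limma). The reductases moved most: AKR1B10 rose 23-fold, and AKR1C3, which reduces steroids and prostaglandins, rose 4.64-fold (2.22 ± 0.18, adjusted p = 0.000107). AKR1C1 and AKR1C2, whose probe sets share probes with near-identical family members, rose 8.87-fold (3.15 ± 0.27) and 10.1-fold (3.34 ± 0.31). The quinone reductase NQO1 rose 1.71-fold, a call lost when any array but parental array 3 was left out (highest adjusted p 0.106), whereas HMOX1, which degrades haem, gave -0.84 ± 0.25 (adjusted p = 0.0587). In camera, a competitive test against all other genes, the list was higher (adjusted p = 1.98e-06), with adjusted p = 0.301 with an estimated correlation, and its median was 0.33 without probe sets that share probes or read several transcripts. The list was also higher in parental array 3 than in the mean of parental arrays 1 and 2 by a median of 0.53, and without array 3 the counts were 18 risen and 2 fallen, while 4 rose without parental array 1 or any single resistant array and 8 without parental array 2.

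Of 14 tested phase II conjugation enzymes, which couple drugs to polar groups, 4 rose and 2 fell (5 and 2 when adjusted over the list alone), with a median of 0.23. GSTA4, a glutathione transferase for lipid peroxidation products, rose 4.65-fold (2.22 ± 0.27, adjusted p = 0.00113). UGT1A6, a glucuronosyltransferase of phenols measured by a probe set that can read several transcripts, rose 2.80-fold (1.48 ± 0.24), and SULT1A1, a sulphotransferase measured with shared probes, rose 2.32-fold (1.21 ± 0.18). NNMT, which methylates nicotinamide, fell 4.76-fold (-2.25 ± 0.31, adjusted p = 0.00215). The list as a whole was not past the test in camera (adjusted p = 0.245, and adjusted p = 0.545 with an estimated correlation), and its median was -0.07 with all probe sets of a gene averaged, -0.06 with no filter, 0.08 without probe sets that share probes or read several transcripts and 0.05 without parental array 2. Leaving out parental array 3, 7 rose and 2 fell.

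Genes of chromosome band 5q14 were compared as a positional group. ZFYVE16, which encodes an endosomal FYVE domain protein, rose 15.6-fold (3.96 ± 0.12, adjusted p = 6.57e-07), from 14.8 to 231 times the array median, and 4 of 4 of its tested probe sets rose. The mismatch repair gene MSH3 rose 8.23-fold (3.04 ± 0.13, adjusted p = 2.55e-06), with 3 of 3 probe sets rising. The change of single probe sets ranged from 3.96 to 5.69 for ZFYVE16 and from 2.00 to 4.56 for MSH3. THBS4, an extracellular matrix thrombospondin with a parental mean of 0.486 times the array median, rose by 3.30 ± 0.77, LHFPL2 by 0.75 ± 0.16 and the zinc finger gene ZCCHC9 by 0.60 ± 0.14. RASGRF2, a Ras exchange factor, fell 2.11-fold (-1.08 ± 0.25). The other 15 of the 21 tested genes were not past the test, among them AP3B1 (-0.27), SCAMP1 (0.25), JMY (-0.13), HOMER1 (0.01), TENT2 (-0.50), CMYA5 (-0.34), MTX3 (-0.24), SERINC5 (-0.40), SSBP2 (0.39), ATG10 (0.48), RPS23 (0.16), TMEM167A (0.08), XRCC4 (0.42, with shared probes), VCAN (0.21) and HAPLN1 (2.10). Adjusted over the list alone, 6 rose and 2 fell. Leaving out parental array 3, 7 rose and 5 fell, as HAPLN1 (2.16) and ATG10 (0.66) were then past the test as higher and TENT2 (-0.70), JMY (-0.56), SERINC5 (-0.47) and MTX3 (-0.45) as lower (adjusted p from 0.0115 to 0.046). HAPLN1 was also past it with low signals raised (adjusted p = 0.048) and gave 1.42 without resistant array 1. By camera the list was higher (median 0.21, adjusted p = 0.0334, and adjusted p = 0.301 with an estimated correlation), but not without parental array 3 or resistant array 1 (adjusted p = 0.166 and 0.0696, medians 0.17 and 0.07), with the stricter filter (adjusted p = 0.0865), without the intensity trend (0.0549) or with all probe sets of a gene averaged (0.0507). The calls of THBS4, LHFPL2, ZCCHC9 and RASGRF2 were lost when any single resistant array was left out, among other alternatives, and reached adjusted p of 0.117, 0.102, 0.129 and 0.105 over the alternatives. THBS4 was 18.96-fold higher without parental array 1, 5.72-fold without parental array 2, 6.49-fold with low signals raised and 3.86-fold with the offset, and the list median was 0.13 with no further scaling.

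**Figure D2:**
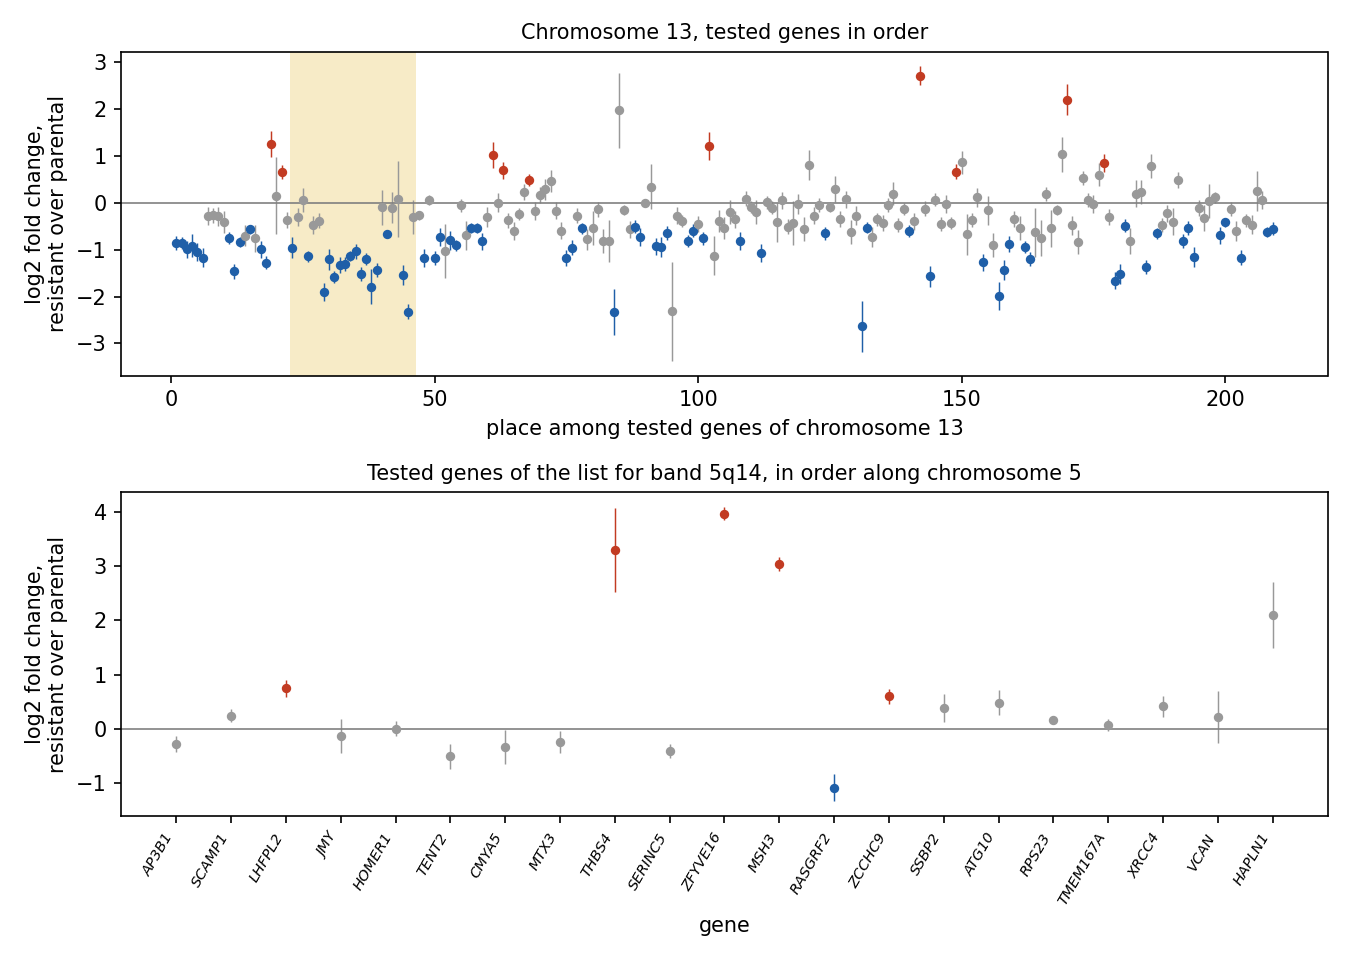
Log2 fold change (resistant over parental, ± SE) of tested genes against their place along the chromosome, for chromosome 13 (upper panel, shaded run of 24 genes from PCOTH to KATNAL1) and for the listed genes of band 5q14 (lower panel), with genes at adjusted p below 0.05 in red (higher) or blue (lower). In the shaded run 16 genes fell and 0 rose, and in band 5q14 the neighbours ZFYVE16 (3.96) and MSH3 (3.04) stand above most of the other genes.

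Because MTX acts on folate metabolism, folate and one-carbon enzymes were listed, of which 1 of 13 tested genes rose and 0 fell (7 and 0 when adjusted over the list alone and also at an unadjusted p in limma). The single increase was read by a probe set that shares probes with other transcripts, and its gene is not named here. TYMS, the thymidylate synthase that draws on the folate pool, gave 1.55 ± 0.45 (adjusted p = 0.057) in its brightest probe set. Of its 3 tested probe sets 1 rose, and their changes ran from 1.55 to 1.77. The signal of the brightest was 194.7 times the array median on parental array 3, against 72.8 and 37.1 on parental arrays 1 and 2. Without that array TYMS was 4.54-fold higher (adjusted p = 3.83e-05) and 7 genes of the list rose and 1 fell, without parental array 2 TYMS gave 0.99, and it was also past the test with the replicate number as a block (adjusted p = 0.0267), with no further scaling (0.0393) and with the offset (0.049). The list was called higher in camera (median 0.27, adjusted p = 0.0334, and adjusted p = 0.301 with an estimated correlation), but not without parental array 1 (adjusted p = 0.0687). It was also not called without probe sets that share probes or read several transcripts (adjusted p = 0.319, median 0.02) or without the intensity trend (0.0679), and with no filter its median was 0.08.

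In the list of folate and MTX transport, 2 of 12 genes rose and 2 fell (3 and 2 when adjusted over the list alone). Beside SLCO1B3, ABCC4, an efflux pump that can carry MTX, fell 2.42-fold (-1.27 ± 0.19, adjusted p = 0.00322). The efflux pumps ABCG2 and ABCC3 rose 1.77-fold (0.82 ± 0.23) and 1.42-fold (0.50 ± 0.13). For ABCC3, 1 of 5 probe sets rose, and their changes ran from 0.005 to 0.92. The calls of both pumps were lost in several alternatives, any single resistant array left out included (highest adjusted p 0.159 and 0.141). The reduced folate carrier SLC19A1 gave 0.28 ± 0.31 (adjusted p = 0.599), and 0.67 without parental array 3 (adjusted p = 0.0207). No gene of the list rose (0) without parental array 1 or any single resistant array. The median of the list was 0.20, its mean -0.24, and camera gave an adjusted p of 0.706 (adjusted p = 0.741 with an estimated correlation).

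Nucleotide synthesis and salvage genes showed 3 increases and 0 decreases among 27 tested genes (9 and 0 when adjusted over the list alone, 16 and 0 at an unadjusted p in limma), with a median of 0.41. PRPS1 and PRPS2, which make the ribose donor of purine and pyrimidine synthesis, rose 1.58-fold (0.66 ± 0.14) and 1.92-fold (0.94 ± 0.21), and DUT, which clears dUTP and was measured with shared probes, rose 2.04-fold (1.03 ± 0.24). The list was higher in camera (adjusted p = 1.47e-05, and adjusted p = 0.301 with an estimated correlation). The list stood higher in parental array 3 than in parental arrays 1 and 2 by a median of 0.34, and without that array 17 genes rose and 0 fell. Without parental array 2 the median was 0.26. The calls of PRPS1, PRPS2 and DUT were lost when any single resistant array was left out (highest adjusted p 0.086, 0.103 and 0.103 over the alternatives).

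Intestinal lineage markers were compared because Caco2 cells can differentiate in culture. Of 8 tested goblet, Paneth and enteroendocrine markers, 6 rose and 0 fell (8 and 0 when adjusted over the list alone and also at an unadjusted p in limma), with a median of 2.05. Beside TFF3, FCGBP, a mucus protein, rose 9.17-fold (3.20 ± 0.48), AGR2, a disulphide isomerase needed for mucin folding, rose 4.62-fold (2.21 ± 0.18, adjusted p = 9.6e-05), and ATOH1, the transcription factor of the secretory lineage, rose 3.73-fold (1.90 ± 0.31). MUC2, the main mucin of goblet cells, gave 1.54 ± 0.47 (adjusted p = 0.065). Of 9 tested gastric and foetal gut markers, 6 rose and 1 fell (6 and 2 when adjusted over the list alone), with a median of 3.19. These included CEACAM5, ANXA10, CEACAM6, an adhesion molecule, which rose 14.8-fold (3.89 ± 0.30), and CA12, a membrane carbonic anhydrase, which rose 11.2-fold (3.49 ± 0.21, adjusted p = 1.3e-05), whereas the gastric trefoil peptide TFF2 fell 4.72-fold (-2.24 ± 0.29). All 9 stood higher in parental array 3 than in the mean of parental arrays 1 and 2, by a median of 0.94. Camera gave an adjusted p of 1.15e-06 for the first list and 0.00146 for the second (adjusted p = 0.128 and adjusted p = 0.301 with an estimated correlation). The filter left 12 of 20 members of the first list on the array and 6 of 15 of the second untested, and without it the medians were 0.79 and 0.77. The members of the first list named here are genes of goblet and secretory cells, while its enteroendocrine granins and hormones and its Paneth defensins were all below the filter. The median of the gastric and foetal list was 1.48, 1.52 and 1.51 without resistant array 1, 2 and 3, 1.70 with all probe sets of a gene averaged and 2.10 with the offset, with which FCGBP was 4.57-fold higher.

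Of 10 tested enterocyte genes, 4 rose and 0 fell (5 and 0 when adjusted over the list alone, 6 and 0 at an unadjusted p in limma), with a median of 0.84. The tight junction protein CLDN2 rose 7.93-fold (2.99 ± 0.19, adjusted p = 1.76e-05), the brush border peptidase DPP4 3.37-fold (1.75 ± 0.14), the keratin KRT20 2.97-fold (1.57 ± 0.24) and the actin bundler VIL1 1.74-fold (0.80 ± 0.13). As a group they were higher in camera (adjusted p = 0.000449, and adjusted p = 0.192 with an estimated correlation). The other 20 of 30 members on the array were below the filter, without which the median was 0.38, and with the stricter filter it was 1.57. CDH1, which encodes E-cadherin, gave -0.21 ± 0.13 and CAV1, which encodes caveolin-1, gave 0.11 ± 0.39, and neither was past the test (adjusted p = 0.338 and 0.886). CDH1 was past the test as lower without parental array 3 (-0.32, adjusted p = 0.0333). The value of CAV1 was -0.31 without parental array 1 and 0.61 without parental array 3.

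The study singled out DKK1, a secreted Wnt antagonist that is itself a Wnt target, and Wnt and beta-catenin targets were therefore listed. DKK1 rose 2.56-fold (1.36 ± 0.22, adjusted p = 0.00524), from 6.07 to 15.4 times the array median, and its 3 resistant arrays lay above its 3 parental arrays. The receptor EPHB3 rose 10.8-fold (3.44 ± 0.42), the hyaluronan receptor CD44 rose 1.82-fold (0.86 ± 0.14, 7 of 9 probe sets) and MYC, a transcription factor of growth, rose 1.48-fold (0.56 ± 0.10). In all 4 of 15 tested targets rose and 0 fell (6 and 0 when adjusted over the list alone, 7 and 0 at an unadjusted p in limma), with a median of 0.34, and AXIN2, a feedback inhibitor often used as a Wnt readout, gave 0.29 ± 0.20 (adjusted p = 0.392). Leaving out parental array 3, 8 rose and 1 fell, and AXIN2 was past the test (0.48, adjusted p = 0.0371). Camera called the list higher (adjusted p = 0.00563, and adjusted p = 0.192 with an estimated correlation). Of other genes followed by name, PRKCA, a protein kinase C, rose 1.80-fold (0.85 ± 0.18). The translation factor EEF1A1, measured with shared probes, gave 0.15 ± 0.08 (adjusted p = 0.255) and -0.01 after quantile normalization. The changes of its 6 tested probe sets ran from 0.13 to 1.40, and 0 were past the test. ENO2, an enolase, gave 1.03 ± 0.35 (adjusted p = 0.0944) and was past the test without parental array 1 (1.40, adjusted p = 0.036). The call of MYC was lost without resistant array 1 or without the intensity trend, and that of PRKCA without any single resistant array (highest adjusted p 0.0656 and 0.0818 over the alternatives).

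Growth and stress lists were compared next. Of 30 tested proliferation genes, 6 rose and 3 fell (12 and 4 when adjusted over the list alone), with a median of 0.40. MCM6, of the replicative helicase, rose 2.80-fold (1.49 ± 0.38), CDT1, which loads that helicase and was measured with shared probes, 2.28-fold (1.19 ± 0.17), E2F1, a transcription factor of S phase entry, 2.14-fold (1.10 ± 0.25), and cyclin CCNE2 1.92-fold (0.94 ± 0.26). The 3 that fell were MKI67 (-0.90 ± 0.14), which coats mitotic chromosomes, and the mitotic cyclins CCNB1 (-0.61 ± 0.14) and CCNB2 (-0.54 ± 0.12). The list was not past the test in camera (adjusted p = 0.0758, and adjusted p = 0.695 with an estimated correlation), and 27 of its 30 genes stood higher in parental array 3 than in the mean of parental arrays 1 and 2, by a median of 0.64. Without array 3, 18 rose and 4 fell, and camera called the list higher (adjusted p = 0.000183, median 0.69, and adjusted p = 0.41 with an estimated correlation), as it did at the preset correlation with the replicate number as a block (adjusted p = 0.0391), with no further scaling (0.0293) and with no filter (0.0211), whereas the median was 0.16 without parental array 2 (adjusted p = 0.714). The 6 increases were 3 without parental array 1 or 2 and 1, 2 and 1 without resistant arrays 1, 2 and 3. The calls of MCM6, E2F1, CCNE2, CCNB1 and CCNB2 were lost without resistant array 1 or 3, among others (highest adjusted p 0.126, 0.108, 0.158, 0.116 and 0.102).

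Of 24 tested ATF4 targets and serine-glycine synthesis genes, which respond to amino acid shortage, 1 rose and 3 fell (2 and 5 when adjusted over the list alone), with a median of -0.56. DDIT4, an inhibitor of mTORC1, fell 3.38-fold (-1.76 ± 0.41), the cationic amino acid transporter SLC7A1 2.91-fold (-1.54 ± 0.21) and PSPH, the last enzyme of serine synthesis, 2.27-fold (-1.18 ± 0.21), whereas ALDH18A1, of proline synthesis, rose 1.78-fold (0.83 ± 0.12). In camera the list was lower (adjusted p = 0.00826, and adjusted p = 0.606 with an estimated correlation). On parental array 3, 23 of the 24 genes lay below the mean of parental arrays 1 and 2, by a median of -1.51, and the resistant arrays lay above parental array 3 by a median of 0.47. Without array 3, 18 genes fell and 1 rose, with a median of -1.20 (adjusted p = 5.13e-11 in camera, and adjusted p = 0.209 with an estimated correlation), and without parental array 1 or 2 camera did not call the list (adjusted p = 0.107 and 0.0854, medians -0.27 and -0.26). The call of DDIT4 was lost when any array but parental array 3 was left out, and those of DDIT4 and PSPH without the intensity trend or resistant array 2 (highest adjusted p 0.112 and 0.0535 over the alternatives).

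Interferon-stimulated genes went both ways, as 9 of 37 rose and 2 fell (11 and 3 when adjusted over the list alone), with a median of 0.22. CXCL10, a chemokine, rose 12.1-fold (3.59 ± 0.24, adjusted p = 3.24e-05) and the exonuclease ISG20 2.69-fold (1.43 ± 0.32), whereas APOBEC3G and the DNA sensor IFI16, measured with shared probes, fell 11.8-fold and 2.60-fold (-1.38 ± 0.23). As a whole the list was higher in camera (adjusted p = 0.0112, and adjusted p = 0.638 with an estimated correlation), but not without parental array 3 (adjusted p = 0.302) or resistant array 3 (adjusted p = 0.0713), with medians of 0.02 and 0.11, while the median was 0.35 without parental array 1, 0.13 after quantile normalization and 0.14 with no further scaling. On parental array 3, 34 of the 37 lay below the mean of parental arrays 1 and 2, by a median of -0.47, and without it 10 rose and 5 fell. The call of ISG20 was lost without any single resistant array (highest adjusted p 0.0974 over the alternatives). Of 17 tested p53 targets, which respond to DNA damage, 0 rose and 1 fell (0 and 1 when adjusted over the list alone, 0 and 2 at an unadjusted p in limma), with a median of -0.15. That gene was TP53I3, a quinone oxidoreductase (-0.75 ± 0.18), whose call was lost when any array but parental array 3 was left out (highest adjusted p 0.128), and CDKN1A, the p21 cell cycle inhibitor, gave -1.38 ± 0.57 (adjusted p = 0.154), with 56.3, 30.05 and 7.35 times the array median on parental arrays 1, 2 and 3. Without parental array 3 CDKN1A was 4.61-fold lower (adjusted p = 6.97e-05), and 1 gene of the p53 list rose and 5 fell, while CDKN1A gave -0.74 without parental array 1 and the list median was -0.24 with the stricter filter and -0.23 with no further scaling. Camera gave an adjusted p of 0.175 for p53 targets (adjusted p = 0.301 with an estimated correlation).

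**Figure D3:**
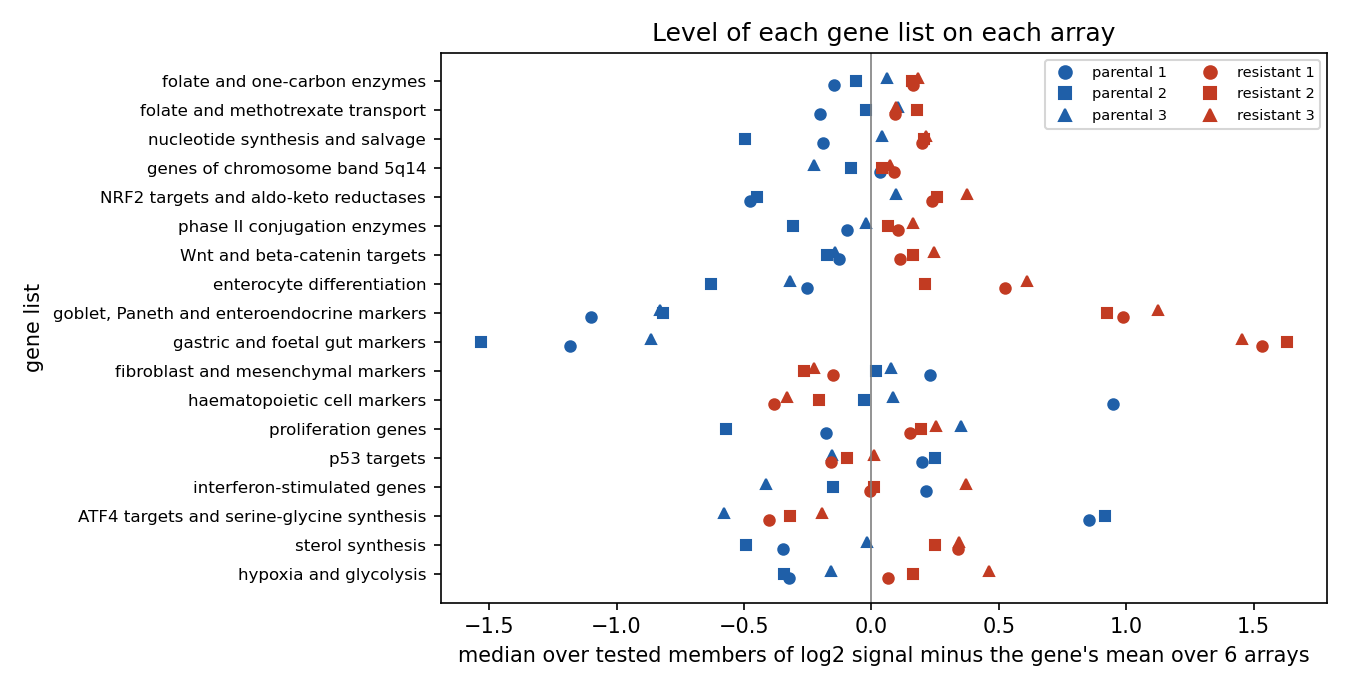
Median over the tested members of each of 18 gene lists of the log2 signal minus the gene's mean over the 6 arrays, for each parental (blue) and resistant (red) array. Parental array 3 lies by the resistant arrays for the ATF4 list, where it was lower than parental arrays 1 and 2 by a median of -1.51, and for the proliferation list, where it was higher by 0.64.

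Sterol synthesis genes rose in 5 of 18 cases and fell in 0 (11 and 0 when adjusted over the list alone, 12 and 0 at an unadjusted p in limma), with a median of 0.63. HMGCS1, which makes the precursor of mevalonate, rose 4.06-fold (2.02 ± 0.31), the sterol oxidase MSMO1 2.18-fold (1.12 ± 0.20), the squalene epoxidase SQLE 1.77-fold (0.82 ± 0.18) and the sterol carrier STARD4 1.76-fold (0.82 ± 0.17). These genes were higher as a group in camera (adjusted p = 3.71e-05, and adjusted p = 0.301 with an estimated correlation). Parental array 3 stood above parental arrays 1 and 2 by a median of 0.37 in this list, and without it 12 genes rose and 0 fell, against 1, 2 and 1 risen without resistant arrays 1, 2 and 3. The calls of MSMO1, SQLE and STARD4 were lost without resistant array 1 or 3, among others (highest adjusted p 0.0527, 0.0876 and 0.0831 over the alternatives).

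Of 26 tested hypoxia and glycolysis genes, 5 rose and 0 fell (13 and 0 when adjusted over the list alone, 14 and 0 at an unadjusted p in limma), with a median of 0.51. NDRG1, a stress-response gene, rose 3.92-fold (1.97 ± 0.45), EGLN3, a prolyl hydroxylase that senses oxygen, 2.65-fold (1.41 ± 0.27), the aldolase ALDOC 2.46-fold (1.30 ± 0.25) and the hexokinase HK2 1.92-fold (0.94 ± 0.23). VEGFA, the vascular growth factor induced by hypoxia, gave -0.93 ± 0.45 (adjusted p = 0.221), and was 3.08-fold lower without parental array 3 (adjusted p = 4.81e-06). NDRG1 measured 9.99, 9.33 and 38.5 times the array median on resistant arrays 1, 2 and 3, and was 2.47-fold higher without array 3. Camera called the list higher (adjusted p = 0.0019, and adjusted p = 0.351 with an estimated correlation), but not without probe sets that share probes or read several transcripts (adjusted p = 0.181, median 0.22), its median was 0.33 with no filter, and the list stood higher in parental array 3 by a median of 0.24, without which 13 genes rose and 1 fell, against 3 risen without parental array 1 or 2 and 2, 3 and 1 without resistant arrays 1, 2 and 3. The call of NDRG1 was lost without parental array 1 or 2 or the intensity trend, and that of ALDOC without resistant array 3. EGLN3 lost its call without resistant array 1 or 3. HK2 lost its call without any single resistant array, parental array 1 or the intensity trend, and with no further scaling. In the order NDRG1, EGLN3, HK2 and ALDOC, the highest adjusted p over the alternatives was 0.0911, 0.0673, 0.134 and 0.052.

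Markers of other cell types were listed to see whether the cultures differed in makeup. Of 8 tested fibroblast and mesenchymal markers, 1 rose and 3 fell (1 and 4 when adjusted over the list alone), with a median of -0.40. TAGLN and ACTA2, actin-binding and actin proteins of smooth muscle, fell 7.02-fold (-2.81 ± 0.46) and 3.99-fold (SE 0.27 on the log2 scale), and FN1, which encodes fibronectin, fell by 2.93 ± 0.70 on the log2 scale, with shared probes and low signals. LUM, a matrix proteoglycan with a parental signal below the array median, rose by 3.20 ± 0.55, and VIM, which encodes vimentin, gave 0.77 ± 0.47 (adjusted p = 0.321). Of 5 tested haematopoietic markers, 0 rose and 1, LAPTM5 (-0.91 ± 0.25), fell (0 and 2 when adjusted over the list alone and also at an unadjusted p in limma), with a median of -0.91. LCP1 gave -2.31 ± 1.06 and CD74 -1.01 ± 0.36, and neither was past the test. LCP1 gave -0.79 without resistant array 1 and -1.18 with the offset, and CD74 gave -0.53 without parental array 1 and was past the test without parental array 3 (adjusted p = 0.0266). Camera called neither list (adjusted p = 0.0975 and 0.0758, and adjusted p = 0.301 for both with an estimated correlation), but at the preset correlation it called the first lower with the stricter filter (median -1.32, adjusted p = 0.0078) and the second lower without parental array 2 or resistant array 2 (adjusted p = 0.0329 and 0.0436). With no filter their medians were -0.06 and -0.13, and that of the second was -0.53 without parental array 1, -0.50 with all probe sets of a gene averaged and -0.57 without probe sets that share probes or read several transcripts, which gave -0.88 for the first. The call of FN1 was lost without parental array 1 or 3 and without resistant array 1 or 3, that of LUM without resistant array 1 or 2, and that of LAPTM5 without any array but parental array 3 (highest adjusted p 0.155, 0.0845 and 0.154). Without parental array 3 TAGLN was 10.9-fold lower, and with the offset FN1 was 3.22-fold lower and LUM 3.84-fold higher.

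**Figure D4:**
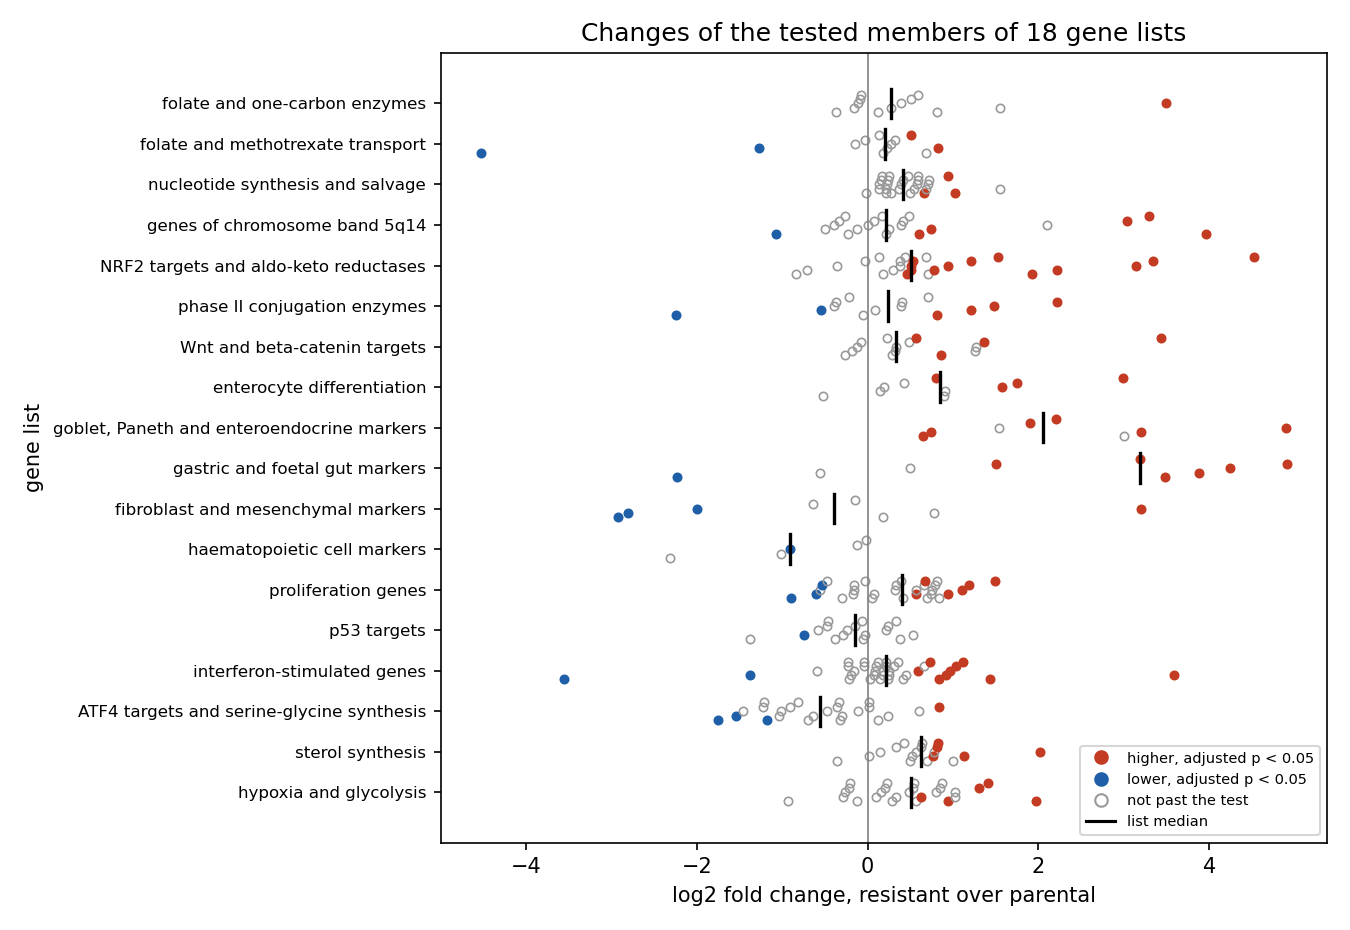
Log2 fold change (resistant over parental) of each tested member of 18 gene lists, filled red or blue where the gene rose or fell at adjusted p below 0.05, open where it was not past the test, with a bar at the list median. The medians of the goblet, Paneth and enteroendocrine list (2.05) and of the gastric and foetal gut list (3.19) lie farthest to the right. The median of the haematopoietic list (-0.91) lies farthest to the left, followed by that of the ATF4 list (-0.56).

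Lists of genes that the study found changed in the same direction in Caco2 and another colon cancer line were also followed. As the study chose them on these samples, they are not independent evidence of a direction. The same limit holds for those of their genes that also stand in the lists above, such as AKR1B10, ZFYVE16, APOBEC3G, TAGLN and NNMT. Of 19 tested genes listed as higher, 16 rose and 0 fell (19 and 0 when adjusted over the list alone and also at an unadjusted p in limma), with a median of 1.70. Beside AKR1B10, ZFYVE16 and AKR1C2, SYT13, a synaptotagmin, rose 9.56-fold (3.26 ± 0.18, adjusted p = 8.39e-06), and the 3 that were not past the test were ENO2 (1.03), CADPS2 (1.18) and MLLT11 (1.38), of which CADPS2 was past it without parental array 1 or 3 (adjusted p = 0.0161 and 0.0418) and MLLT11 without parental array 3 (1.94, adjusted p = 2.63e-05). Of 18 tested genes listed as lower, 16 fell and 0 rose (16 and 0 when adjusted over the list alone, 17 and 0 at an unadjusted p in limma), with a median of -1.49. Beside APOBEC3G, TAGLN and NNMT, CLEC3A, a C-type lectin, fell 4.21-fold (-2.07 ± 0.30). CLGN (-2.34) and ACTR3B (0.24) were not past the test. ACTR3B was read here by its brightest probe set and had the opposite sign to the study's list. CLGN was past the test without parental array 3 (-3.97, adjusted p = 2.61e-08) and gave -1.49 and -1.58 without parental arrays 1 and 2. Camera gave adjusted p of 2.42e-17 and 1.26e-14 for these lists (adjusted p = 0.00259 and adjusted p = 0.0127 with an estimated correlation).

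Whether neighbouring genes moved together was tested with a running median over 11 genes along each chromosome, for 11824 genes in 11594 windows. Such a median can pass only where most of the 11 genes move in one direction, so changes of few neighbours are missed. The neighbours ZFYVE16 (3.96) and MSH3 (3.04) of band 5q14 lay in no run found. On chromosome 13, 24 neighbouring genes from PCOTH to KATNAL1 held 14 windows past the test (median change -1.14, smallest p = 0.003 in a permutation test with 1000 shuffles of gene order), and 16 of them fell and 0 rose. They included UBL3, a ubiquitin-like protein (-2.32 ± 0.16), MTMR6, a lipid phosphatase (-1.90 ± 0.19), RNF6, a ubiquitin ligase (-1.59 ± 0.13), CDK8, a kinase of the Mediator complex (-1.33 ± 0.16), and SLC7A1, which is also in the ATF4 list. NUP58, a nuclear pore protein of the study's list of lower genes, lies in the same run. On chromosome 9, 11 genes from TPM2 to CLTA had a median of -1.18 (permutation p = 0.008) and 6 fell, among them TPM2, the clathrin light chain CLTA (-1.31 ± 0.15, with shared probes) and the adhesion protein TLN1 (-1.30 ± 0.32). On chromosome 3, 11 genes from NMRAL2P to TPRG1 had a median of 1.13 (permutation p = 0.012) and 4 rose, among them the sialyltransferase ST6GAL1 (2.54 ± 0.24) and the transcription repressor BCL6 (1.14 ± 0.25). A run on chromosome 13 that overlaps the one above was found when any single array was left out. Without the signal filter 0 runs were found, windows of 7 genes gave 1 other run, and windows of 21 genes gave 14. These 14 included runs on chromosomes 9 and 13 that overlap the ones above, but no run on chromosome 3. The run on chromosome 3 was not found without parental array 1 or 2, and that on chromosome 9 not without parental array 3 or resistant array 2. For the same 11 genes on chromosome 3, the 4 increases became 6 without parental array 3 and 2 without any single resistant array. For the same 11 genes on chromosome 9, the 6 decreases became 3 without resistant array 1. The calls of TLN1, BCL6 and NUP58 were lost without resistant array 1 or 2, among others (highest adjusted p 0.1, 0.0939 and 0.0556).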

Values the study reported

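The study reported, for Caco-2 cells by microarray, ratios of resistant over sensitive cells of 8.23 and 4.00 for MSH3, 15.6 and 22.73 for ZFYVE16, 8.87 and 9.45 for AKR1C1 and 10.15 and 8.89 for AKR1C2, from different probe sets of each gene. It gave 22.95 for AKR1B10 and 2.04 for ENO2, and for DKK1 it gave 2.56 by microarray and 1.96 by RT-PCR.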

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

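The higher and lower counts lay between 399 and 1242 and between 309 and 998 with single arrays left out, and were 127 and 61 by the methods' t-test and 1528 and 1135 with no fold threshold. With no further scaling they were 642 and 651, and the median change of all probe sets was -0.08. The 12 gene lists past the test became 0 with an estimated correlation (3 at an unadjusted p), and the 3 runs along chromosomes became 1 with windows of 7 genes, 14 with windows of 21 genes and 0 with no filter. The cause of these changes was not tested. Correlations and principal components are given here for the main scaling and filter only, and dividing an array by a constant cannot change r. Over the alternatives, single-gene results kept direction and side of the threshold 1316 times, lost the call 140 times, gained it 15 times and reversed 10 times. For lists these were 305, 25, 7 and 3. Signals below the array median limit the folds of genes such as LINC00261, which was 43.2-fold higher and 14.9-fold with low signals raised.

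Reversals were in values not past the test, and the cause was not tested. EEF1A1 was -0.0082 after quantile normalization. With no further scaling, HOMER1 was -0.074 and TMEM167A -0.0042. With single arrays left out, CAV1 ranged from -0.31 to 0.61, the gene HOMER1 from -0.0496 to 0.058, JMY from -0.56 to 0.16 and VCAN from -0.17 to 0.52. The camera direction of the list of folate and methotrexate transport turned with no filter (median 0.13), with the mean of all probe sets (0.089) and without parental array 1 (0.097), while its medians with single arrays left out ran from 0.091 to 0.31.

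With the replicate block, 721 probe sets were higher and 484 lower, and 1138 were shared with the unblocked calls. The calls of ABCC3, ABCG2, FN1, TP53I3 and ZCCHC9 were then lost and those of TYMS and the proliferation list gained, and no other call of the genes and lists followed under the alternatives changed. The numbers do not pair the samples, as deviations of same-numbered arrays from their group means had r across probe sets of -0.018, -0.022 and -0.016.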

Other observations

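Matrix metalloproteinases, proteases that degrade extracellular matrix, were named after their values were seen, and 5 of 9 tested rose in resistant cells and 0 fell in limma (5 and 0 at an unadjusted p). MMP1, a collagenase, rose 4.83-fold (2.27 ± 0.49), MMP10, a stromelysin, 4.12-fold (2.04 ± 0.50), MMP13, another collagenase, 4.01-fold (2.00 ± 0.41) and MMP7, known as matrilysin, 3.77-fold (1.92 ± 0.40), and the membrane-bound MMP15 rose 2.61-fold (1.38 ± 0.35). The first 4 lie in 1 stretch of 10 neighbours from YAP1 to CASP4 on chromosome 11, which was the run found with windows of 7 genes (permutation p = 0.007 from shuffled gene order). The median change of those 10 genes was 0.13, and the other 6 were not past the test. The calls of the 5 in limma were lost without resistant array 1 or 3, among others (highest adjusted p 0.12, 0.126, 0.0837, 0.0779 and 0.145), and MMP7 was 5.75-fold higher without parental array 3.

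The tests of mixed RNA, of RNA quality and of dim probe sets, the wider gene set and the whole-chromosome count were chosen after the result was seen, and the 4 further gene lists after the patterns but before the values of their genes were looked at.

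Parental array 3 lay nearer to the resistant arrays than the other parental arrays did. RNA of resistant cells mixed into that sample would need a share of 44.7%, while genes near absent in parental arrays 1 and 2 and high in resistant arrays gave a median share of 4.13% (upper quartile 8.10%, 4 genes; 5.04% over a wider set of 31, 1 of which reached the share needed), which argues against mixing as the whole cause. Lower RNA quality is argued against by 3'/5' ratios of 1.02 (GAPDH) and 0.932 (ACTB) times those of the other parental arrays, while the high 18S 5' signal stays unexplained. A second list of ATF4 targets lay lower in parental array 3 for 23 of 23 genes (median -1.27, below all of 10000 random lists; resistant over parental adjusted p = 0.000128 in camera, adjusted p = 0.495 with an estimated correlation), so a different growth or nutrient state of that culture may account for part of it, as a hypothesis.

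The run on chromosome 13 may come from fewer copies of the segment in resistant cells, but DNA was not analysed here. Parental array 3 differed from arrays 1 and 2 by a median of -0.20 over the run, which leaves fewer copies open. This value argues against a state that differed between the parental cultures as the whole cause. A state or medium shared by all parental cultures could not show in this comparison and stays open. That most genes of the run were lower adds no evidence, because the run was found by its low median. Of the 14 windows past the test, 4 held 0 genes with a mean signal below 3 times the array median, which argues against noise of dim probe sets in those 4. Earlier versions of this test were set aside, and its criterion was written after its value was seen. It therefore does not settle the part of such noise in the other windows. On the whole chromosome, 164 of 209 genes were lower, with a median of -0.46, and -0.43 outside the run. ABCC4 (-1.27) of the transport list and LCP1 (-2.31) of the haematopoietic list lie on this chromosome. Whether their values share its pattern was not tested.

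TAGLN, ACTA2, TPM2, FN1 and LOXL1 (-2.66 ± 0.34) fell, a set picked after the values were seen, while the matrix gene LUM and the actin-binding TPM1 (0.60) and TAGLN2 (0.54) rose, the last 2 calls being lost without resistant array 1 or 3, among others. A list of TGF-beta induced genes had a median of -0.0323 (11 tested, 1 rose and 2 fell, adjusted p = 0.709 in camera over the 4 further lists), which leaves a lower TGF-beta response open. Lists of YAP targets and of SRF and actin genes had medians of -0.73 and -0.36 (adjusted p = 0.0053 and 0.012), and 1 rose and 6 fell of 15 YAP targets and 2 rose and 2 fell of 15 SRF and actin genes, so lower activity of either may contribute, as a hypothesis. With an estimated correlation neither list passed (adjusted p = 0.468 for both). The bootstrap interval of the YAP median ran from -0.89 to 0.38. Of the 15 YAP targets, 12 also lay lower in parental array 3 than in parental arrays 1 and 2 (median -0.56). LATS2 (-1.46), 1 of the 6 YAP targets that fell, lies on chromosome 13, where 164 of 209 genes were lower.

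Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many probe sets as the real one, which is the real split itself, with 1240 against 0 in the highest other (limma, 7153 against up to 2038 at an unadjusted p). For gene lists 1 of 10 did so, with 12 against 7. With 10 splits the share cannot fall below 0.1.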
